# Integrated analysis of miRNA, gene, and pathway regulatory networks in hepatic cancer stem cells

**DOI:** 10.1186/s12967-015-0609-7

**Published:** 2015-08-11

**Authors:** Min Ding, Jiang Li, Yong Yu, Hui Liu, Zi Yan, Jinghan Wang, Qijun Qian

**Keywords:** Hepatic cancer stem cells, Hepatic cancer cells, miRNA, mRNA, Pathway analysis, Regulatory network

## Abstract

**Background:**

Hepatocellular carcinoma (HCC) is one of the most common malignancies worldwide. HCC has a poor prognosis associated with tumor recurrence and drug resistance, which has been attributed to the existence of hepatic cancer stem cells (HCSCs). However, the characteristics and regulatory mechanisms of HCSCs remain unclear. We therefore established a novel system to enrich HCSCs and we demonstrate that these HCSCs exhibit cancer stem cell properties.

**Methods:**

We used miRNA and mRNA high-throughput sequencing data sets to determine molecular signatures and regulatory mechanisms in HCSCs. Paired miRNA and gene deep sequencing data in HCSCs versus HCC cells were used to identify candidate biomarkers of HCSCs. Using network analysis, we studied the relationship between miRNA and gene biomarkers, and KEGG pathway enrichment analysis was performed to study the function of candidate biomarkers.

**Results:**

We identified 9 up- and 9 down-regulated miRNAs and 115 up- and 402 down-regulated genes in HCSCs compared with HCC cells. A miRNA-gene network was constructed using 651 miRNA–gene interactions (between 7 up-regulated miRNAs and 274 down-regulated genes), and 103 miRNA–gene interactions (between 9 down-regulated miRNAs and 62 up-regulated genes). Pathway enrichment analysis identified five tumor invasion- and metastasis-related pathways and MAPK signaling associated with HCSCs. We further discovered two novel pathways that likely play a role in the regulation of HCSCs.

**Conclusions:**

We identified a molecular expression signature and pathway regulatory mechanisms in HCSCs with potential diagnostic and therapeutic value.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12967-015-0609-7) contains supplementary material, which is available to authorized users.

## Background

Hepatocellular carcinoma (HCC) is one of the most common malignancies that accounts for 70–85% of liver cancers worldwide [1]. Although significant progress has been made in recent years regarding the treatment options for HCC, poor prognosis remains a problem because of late diagnosis, recurrence, and drug resistance [2]. While surgical intervention–the main treatment option for HCC–is effective in patients diagnosed at an early stage [3], the treatment of advanced liver cancer is more difficult and prognosis remains poor because of drug resistance [4], making recurrence almost inevitable [5]. Cancer stem cells (CSCs), which are critical for the initial growth and maintenance of the tumor, have been identified in liver cancers [6–8]. Recently, CSCs have been associated with tumor recurrence and drug resistance in HCC [9, 10]. CSCs are potential targets for HCC diagnosis and treatment–it is therefore crucial that we study the regulatory mechanisms of CSCs.

Several biological markers of hepatic cancer stem cells (HCSCs), including CD133 [10], CD90 [11], and EpCAM [12] have been identified. However, the characteristics and regulatory mechanisms of HCSCs remain unclear. We therefore established a novel system to enrich HCSCs and previously reported that these cells have CSC characteristics [13].

MicroRNAs (miRNAs), a class of small non-coding RNAs, have been shown to play an important role in a variety of biological processes. Abnormal expression of miRNAs may impact the expression of hundreds of genes. Recently, with the development of microarray and high-throughput sequencing technology, miRNA–mRNA interactions in cancers and other biological processes have been extensively studied [14–16]. However, genome-wide miRNA–mRNA interactions in HCSCs remain largely unknown.

In this study, we performed high-throughput sequencing of HCSC small RNA and mRNA, and integrated miRNA and mRNA data to identify biomarkers of HCSCs and to unravel HCSC regulatory networks. Our network analysis approach is summarized in Fig. 1.

**Fig. 1:**
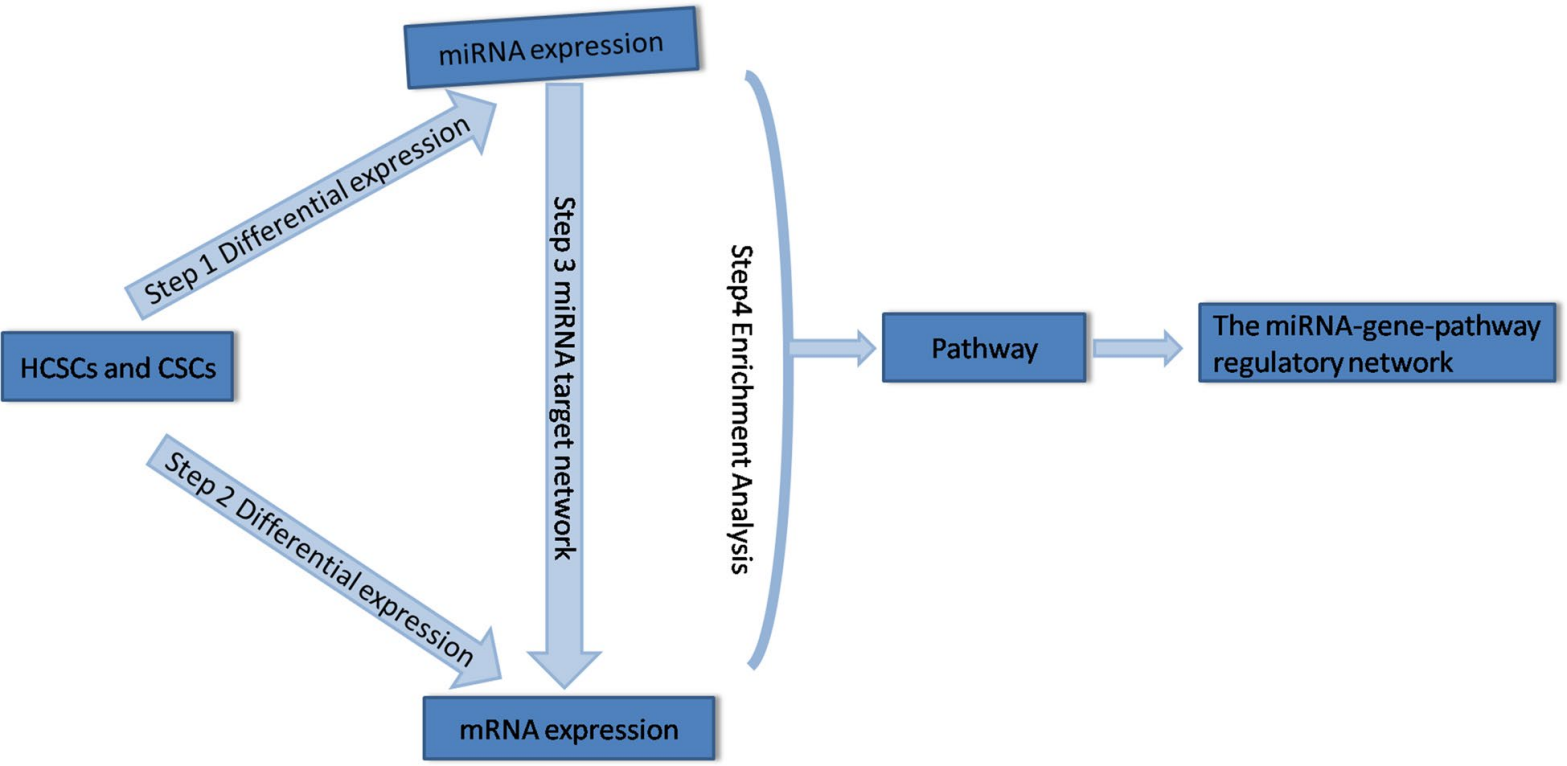
The network analysis pipeline.

## Methods

### Data

We used two human hepatoma cell lines (Hep3B and Huh7) from the American Type Culture Collection (ATCC) to culture stem-like cancer cells. We previously demonstrated that these cells have enhanced stem cell properties, drug resistance, properties of epithelial mesenchymal transition, and enhanced tumor-initiating capabilities [13]. Here, we analyzed the regulatory mechanism of these two types of HSCSc using miRNA and RNA sequencing data. MiRNA and gene expression data of hepatic cancer stem cells and cancer cells were sequenced using the Illumina Genome Analyzer, to a depth of 30-fold coverage. Details of the data sets are shown in Table 1.

**Table 1:** Details of data sets

Data type	Cell line	Total reads	Normalized
miRNA	Hep3B-C	15440438	TPM
	Huh7-C	10714837	
	Hep3B	16782602	
	Huh7	10622276	
RNA	Hep3B-C	5762058	RPKM
	Huh7-C	5886142	
	Hep3B	6116344	
	Huh7	5998659	

Paired miRNA and gene deep sequencing datasets from the same sample of two hepatic cancer stem cells and two hepatic cancer cells were used. Detailed information about these datasets is provided in this table.

Small RNA and mRNA libraries were sequenced on an Illumina Genome Analyzer II (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Raw RNAseq reads were filtered for adapters and/or low-quality reads, followed by alignment to the human genome (NCBI Build 36.1) using NextGENe^®^ software (Softgenetics, State College, PA, USA). Reads mapping to individual transcripts were counted digitally, and the expression levels for each gene were normalized using reads per kilobase of exon model per million mapped reads (RPKM) [17]. For small RNA analysis, after filtering contaminant and redundant reads, and reads smaller than 18 nt, clean reads were mapped to the human genome (NCBI Build 36.1) using SOAP [18]. Reads were then mapped to Ribosomal RNA (rRNA), Small cytoplasmic RNA (scRNA), small nuclear RNA (snRNA), small nucleolar RNA (snoRNA), and transfer RNA (tRNA) from GenBank. The remaining reads were searched against miRBase (release 17) [19]. Read counts of the annotated miRNAs were normalized using transcripts per million (TPM) [20].

### Differential expression analysis

Genes and miRNAs differentially expressed between hepatic cancer stem cells and hepatic cancer cells were identified by calculating fold change values and using an established statistical method based on the Poisson distribution [21–23] to calculate p-values. The Benjamini–Hochberg FDR method [24] was used to adjust p-values for multiple testing. MiRNAs and genes with an absolute log2 fold-change (expression of cancer stem cells/expression of cancer cells) ≥1 and an FDR ≤0.01 were considered statistically significant.

### miRNA target prediction

Using the results from differential gene and miRNA expression (cancer stem cells vs. cancer cells), gene–miRNAs interactions were predicted using seven miRNA target computational prediction methods: MicroCosm (Version 5) [25], microT (version 3) [26], miRanda (August 2010 available at http://www.microrna.org/microrna/home.do) [27], miRDB (version 4.0) [28], PicTar (four-way) [29], PITA (version 6) [30], and TargetScan (version 5.2) (with total context score >−0.3) [31]. Except for TargetScan, we used default cut-off values. Interactions that occurred in at least two of these sources were considered for downstream analyses.

### Pathway enrichment analysis

Pathway enrichment analysis was employed to investigate the regulatory mechanisms of significantly differentially expressed miRNAs. KEGG and DAVID Bioinformatics Resources 6.7 databases were used for pathway enrichment analyses. The enriched pathways were defined by their enrichment of significantly differentially expressed miRNA target genes. For DAVID functional annotation, the Fisher’s exact test was used to calculate statistical significance (p values) of enriched annotation terms, where a smaller *p* value implies enrichment, and a p-value ≤0.05 was deemed significant.

## Results

### Identification of candidate biomarkers in hepatic cancer stem cells

Differential expression analysis was used to identify candidate biomarkers in hepatic cancer stem cells. Using deep sequencing, miRNAs and genes differentially expressed between stem cells (Hep3B-C, Huh7-C) and the paired cancer cells from which they were derived (Hep3B, Huh7) were identified. 

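Small RNA libraries were made from the hepatoma cell lines Hep3B and Huh7 (HCC cells) and from the HCSCs derived from each of them, Hep3B-C and Huh7-C. Each of the 4 conditions had 1 library (no replicates). For each library, the authors deposited the read counts of 1733 mature miRNAs named as in miRBase release 17, without normalization. The counts summed to 1739278 in Hep3B, 5430195 in Hep3B-C, 5741567 in Huh7 and 4045199 in Huh7-C. Relative to the total reads of Table 1, miRNA reads made up 10.36% of the Hep3B library (95% Clopper-Pearson confidence interval 10.35% to 10.38%) and 35.17% of the Hep3B-C library (35.14% to 35.19%). They made up 54.05% of the Huh7 library (54.02% to 54.08%) and 37.75% of the Huh7-C library (37.72% to 37.78%). At least 1 count was found for 674 miRNAs in Hep3B, 773 in Hep3B-C, 712 in Huh7 and 664 in Huh7-C. TPM was computed from the counts and the total reads of Table 1, so that the smallest level the depth can show (3 counts) ranged from 0.179 TPM in Hep3B to 0.282 TPM in Huh7. The most abundant miRNA was hsa-miR-21 in Hep3B (19.0% of miRNA counts), Huh7 (44.7%) and Huh7-C (32.0%), and hsa-miR-378 in Hep3B-C (23.9%). HCSCs were compared with their paired HCC cells by the log2 fold-change of TPM, with a TPM of 0 set to 0.001, and by the exact Poisson test of Audic and Claverie on the counts. The p-values were adjusted by the Benjamini-Hochberg method over the miRNAs with at least 1 count in either library of a pair, 834 in the Hep3B pair and 772 in the Huh7 pair. MiRNAs with an absolute log2 fold-change of at least 1 and an adjusted p of at most 0.01 were called. With 1 library per condition, the test covers the sampling noise of the counts only, and no difference has a replicate check. The mRNA libraries were not analysed here.

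**Figure D1:**
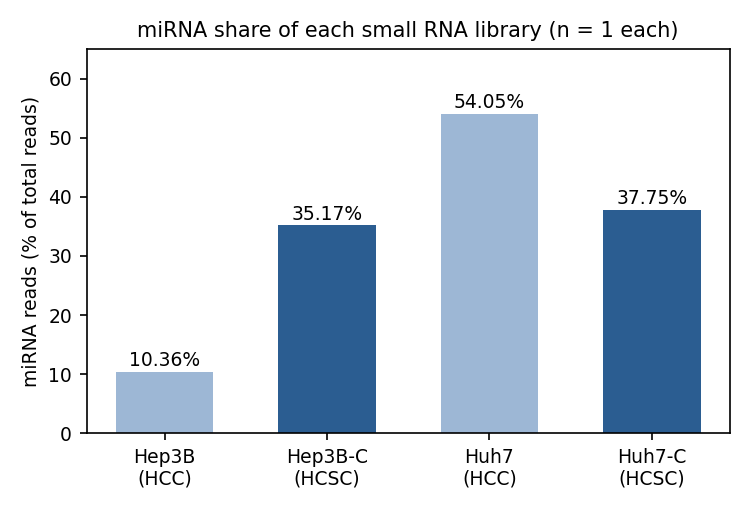
Share of total reads counted as miRNA (%, vertical axis) in the 4 small RNA libraries, 1 bar per library, with HCC cells in light blue and HCSCs in dark blue. The share is higher in Hep3B-C (35.17%) than in Hep3B (10.36%) and lower in Huh7-C (37.75%) than in Huh7 (54.05%).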

Data normalization and differential expression analysis are described in the “Methods” section.

For miRNAs, 250 (59.7%) up- and 18 (4.3%) down-regulated miRNAs were identified in Hep3B-C cells, while 23 (5.4%) up- and 128 (30.2%) down-regulated miRNAs were identified in Huh7-C cells. 

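Of the 834 miRNAs tested in the Hep3B pair, 284 (34.1%) were called up-regulated and 21 (2.5%) down-regulated in Hep3B-C. Of the 772 tested in the Huh7 pair, 24 (3.1%) were up-regulated and 132 (17.1%) down-regulated in Huh7-C. These percentages have a larger base than the paper's and cannot be set against them directly. Over the 419 and 424 miRNAs with at least 1 TPM in either library of a pair, 62.8% were up-regulated and 4.5% down-regulated in Hep3B-C. In Huh7-C the shares were 6.1% and 32.3%. Among miRNAs with at least 10 counts in both libraries of the Hep3B pair, the largest increase was that of hsa-miR-122, from 397 to 149892 counts (23.66 to 9707.76 TPM). Its log2 fold-change was 8.68 (95% confidence interval from the exact binomial distribution of the counts 8.54 to 8.83, no replicates). The largest decrease in Hep3B-C was that of hsa-miR-483-3p, from 236 to 27 counts, with a log2 fold-change of -3.01 (interval -3.64 to -2.43). In Huh7-C, under the same minimum of 10 counts in both libraries of the Huh7 pair, hsa-miR-3647-3p increased the most, from 11 to 485 counts, with a log2 fold-change of 5.45 (interval 4.60 to 6.46). The largest decrease under this minimum was that of hsa-miR-22*, from 654 to 19 counts, with a log2 fold-change of -5.12 (interval -5.86 to -4.46). The median log2 fold-change, with 0.5 counts added to each count, was 1.42 over the 475 miRNAs with at least 10 counts in either library of the Hep3B pair. Over the 431 such miRNAs of the Huh7 pair it was -0.66. The library size moved the directions most. With total miRNA counts in place of total reads, 47 miRNAs were up-regulated and 112 down-regulated in Hep3B-C, and 56 were up-regulated and 74 down-regulated in Huh7-C. With a biological coefficient of variation of 0.4 assumed in edgeR's exact test, 25 and 0 miRNAs were called up- and down-regulated in Hep3B-C, and 5 and 10 in Huh7-C.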

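In both pairs, 11 miRNAs were called up-regulated and 11 down-regulated in the HCSCs, among them all 18 miRNAs of Table S1. For the 9 up-regulated miRNAs of Table S1, log2 fold-changes ranged from 1.07 (hsa-miR-450b-5p) to 3.54 (hsa-miR-378) in the Hep3B pair. In the Huh7 pair they ranged from 1.11 (hsa-miR-450b-5p) to 5.09 (hsa-miR-1269). Those of the 9 down-regulated miRNAs ranged from -2.17 (hsa-miR-210) to -1.03 (hsa-miR-22*) in the Hep3B pair and from -5.12 (hsa-miR-22*) to -1.06 (hsa-miR-181c) in the Huh7 pair. Counts of hsa-miR-199a-3p and hsa-miR-199b-3p were identical in each library (165 in Hep3B, 64 in Hep3B-C, 72 in Huh7 and 13 in Huh7-C), so the reads of these 2 miRNAs are not separate measurements. The other 4 miRNAs called in both pairs were hsa-miR-1272 and hsa-miR-4449 (up-regulated) and hsa-miR-4788 and hsa-miR-589* (down-regulated), none with more than 58 counts in a library. Taking both lines together as replicates, with the parent line as a replicate block taken from the paper's description of the pairs, edgeR's quasi-likelihood test was fitted to the 443 miRNAs with at least 10 counts in at least 2 libraries. It called 0 miRNAs up-regulated and 0 down-regulated at an adjusted p of 0.05, and the smallest adjusted p from edgeR with Benjamini-Hochberg adjustment was 0.399. The estimated biological coefficient of variation was 0.5465, with 1 residual degree of freedom. Without the replicate block, edgeR also called 0 and 0 miRNAs. DESeq2, fitted to the same 443 miRNAs, called 4 up-regulated and 1 down-regulated, with adjusted p from DESeq2 between 0.0103 and 0.0443. The increases were those of hsa-miR-1269b, hsa-miR-378, hsa-miR-215 and hsa-miR-375, all in Table S1. The decrease was that of hsa-miR-29a, which is not in Table S1. As a check of the pairing, deviations from the mean of each cell state were compared between the libraries of a line, and had a Pearson r of 0.833 across the 443 miRNAs, which are not independent replicates. Of the alternatives, a biological coefficient of variation of 0.4 assumed within each pair removed the most calls, leaving 0 up-regulated and 0 down-regulated miRNAs common to both pairs. With total miRNA counts as library sizes, 8 and 27 miRNAs were called in both pairs, of which 6 and 5 are in Table S1. From the direction shared by both stem cell lines, the paper selects its candidate miRNA biomarkers of HCSCs.

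**Figure D2:**
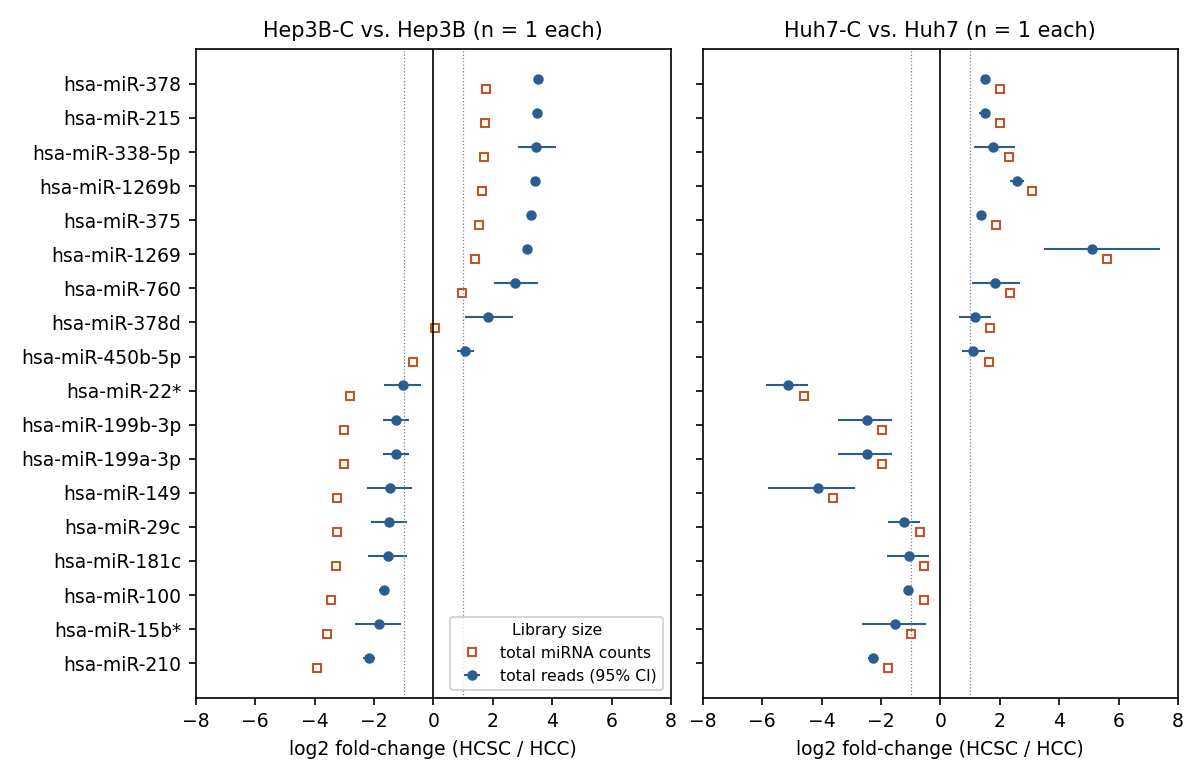
Log2 fold-change (horizontal axis, HCSC / HCC) of the 18 miRNAs of Table S1 (rows) in each pair, with total reads (filled circles, bars for the 95% confidence interval of the counts) or total miRNA counts (open squares) as library size. Dotted lines mark -1 and 1. With total miRNA counts, the value of hsa-miR-450b-5p moves from 1.07 to -0.69 in the Hep3B pair and that of hsa-miR-181c from -1.06 to -0.55 in the Huh7 pair.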

Finally, we selected 9 up- and 9 down-regulated miRNAs, that were consistently altered in both stem cell lines (compared with their corresponding cancer cells), as candidate miRNA biomarkers of HCSCs (Fig. 2a). Using the same two paired samples, differential gene expression analysis was performed, which produced 1928 (13.0%) up- and 4264 (28.8%) down-regulated genes in Hep3B-C (vs. Hep3B) cells and 1933 (13.1%) up- and 1935 (13.1%) down-regulated mRNAs in Huh7-C (vs. Huh-7) cells. As shown in Fig. 2b, 115 and 402 genes were consistently up- and down-regulated, respectively in the two stem cell lines; these miRNAs and genes were used for downstream analyses (Additional file 1: Table S1, Additional file 2: Table S2).

**Fig. 2:**
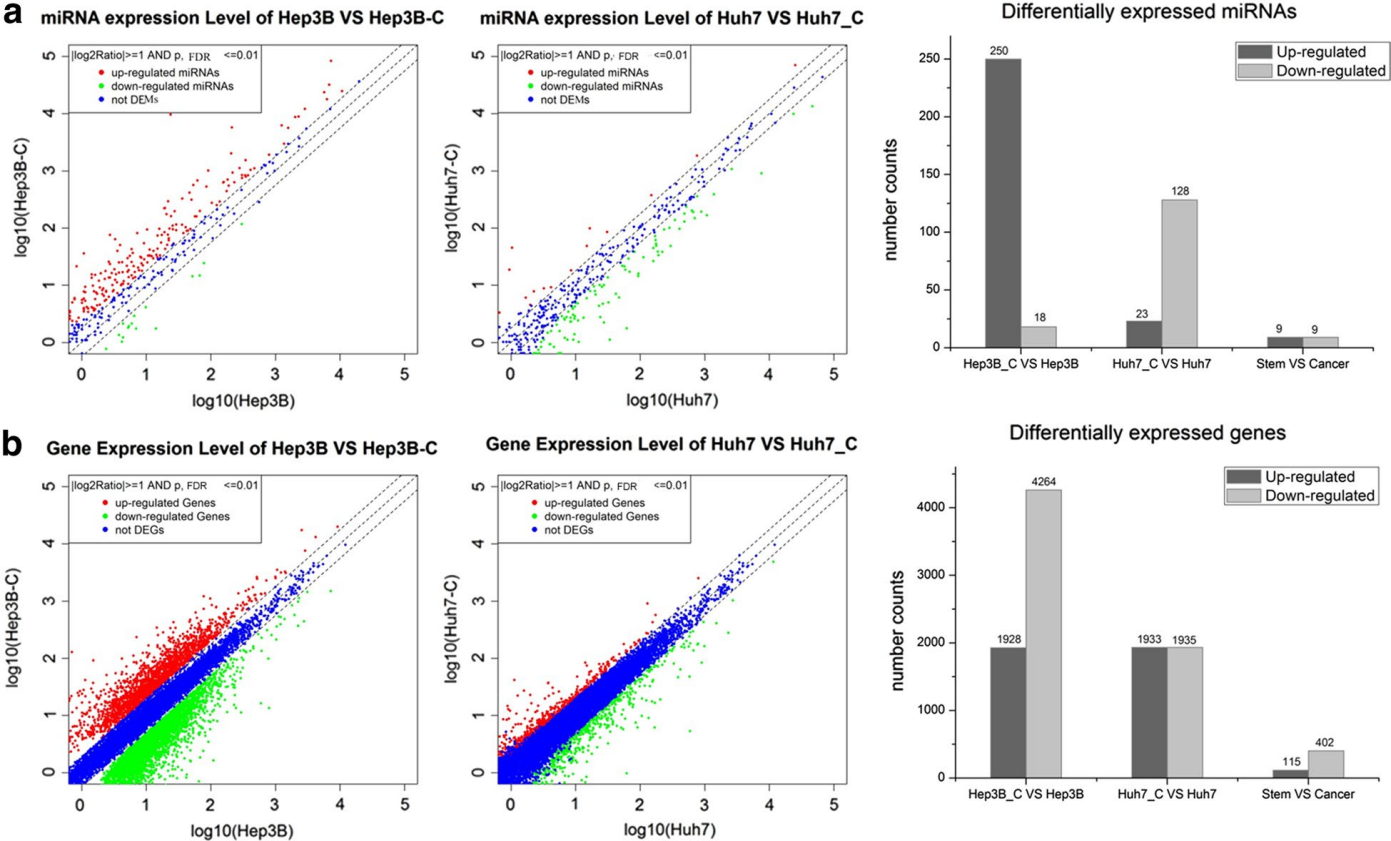
Differentially expressed miRNAs and genes. **a**, **b** illustrate the selection of differentially expressed miRNAs and genes, respectively between stem and cancer cells. Two paired stem- and cancer-cell samples (Hep3B-C, Hep3B) and (Huh7-C, Huh7) were used here; miRNAs and genes consistently up- or down-regulated in both sample pairs were selected.

### miRNA-gene regulatory network analysis

To investigate the function of differentially expressed miRNAs, miRNA target genes were identified and miRNA target networks were constructed. First, seven miRNA target computational prediction methods were used to predict potential miRNA target genes, while considering all human genes as potential targets. This yielded 54,933 miRNA–target interactions between 18 differentially expressed miRNAs and 15,058 genes. To verify the miRNA–gene regulatory relationship in HCSCs, differential gene expression was considered in the context of miRNA–mRNA interaction whereby 1,460 miRNA–gene interactions between 16 and 398 differentially expressed miRNAs and differentially expressed genes were selected (Table 2). Considering the mechanism of miRNA-mediated mRNA down-regulation, 651 miRNA–gene interactions between 7 up-regulated miRNAs and 274 down-regulated genes, and 103 miRNA–gene interactions between 9 down-regulated miRNAs and 62 up-regulated genes were selected (this workflow is summarized in Fig. 3). These interactions were then used as candidate miRNA–gene interactions to construct a miRNA–gene regulatory network (Fig. 4).

**Table 2:** Details of target genes regulated by differentially expressed miRNAs

miRNA	Up/down-regulation of miRNA (HCSC/HCC)	Number of target genes				
		Total predicted targets	Differentially expressed targets	Up-regulated targets (HCSC/HCC)	Down-regulated targets (HCSC/HCC)	Candidate targets
hsa-miR-100	Down	574	22	4	18	4
hsa-miR-210	Down	1180	33	5	28	5
hsa-miR-29c	Down	3533	99	26	73	26
hsa-miR-181c	Down	5492	141	15	126	15
hsa-miR-22*	Down	2343	55	4	51	4
hsa-miR-15b*	Down	1641	45	4	41	4
hsa-miR-199a-3p	Down	3707	99	11	88	11
hsa-miR-199b-3p	Down	3456	96	10	86	10
hsa-miR-149	Down	5100	116	24	92	24
hsa-miR-378d	Up	7	0	0	0	0
hsa-miR-450b-5p	Up	5865	146	8	138	138
hsa-miR-338-5p	Up	5240	156	15	141	141
hsa-miR-760	Up	4249	113	32	81	81
hsa-miR-378	Up	3486	92	20	72	72
hsa-miR-215	Up	2878	81	11	70	70
hsa-miR-375	Up	3312	95	10	85	85
hsa-miR-1269b	Up	12	0	0	0	0
hsa-miR-1269	Up	2877	71	7	64	64

Seven miRNA target computational prediction sources were used to identify the interactions of miRNAs and genes. The miRNA-target interactions which occurred in at least two of these sources were considered. For each miRNA, the expression level of the target genes in HCSC and HCC was considered. The detail result is listed in this table

**Fig. 3:**
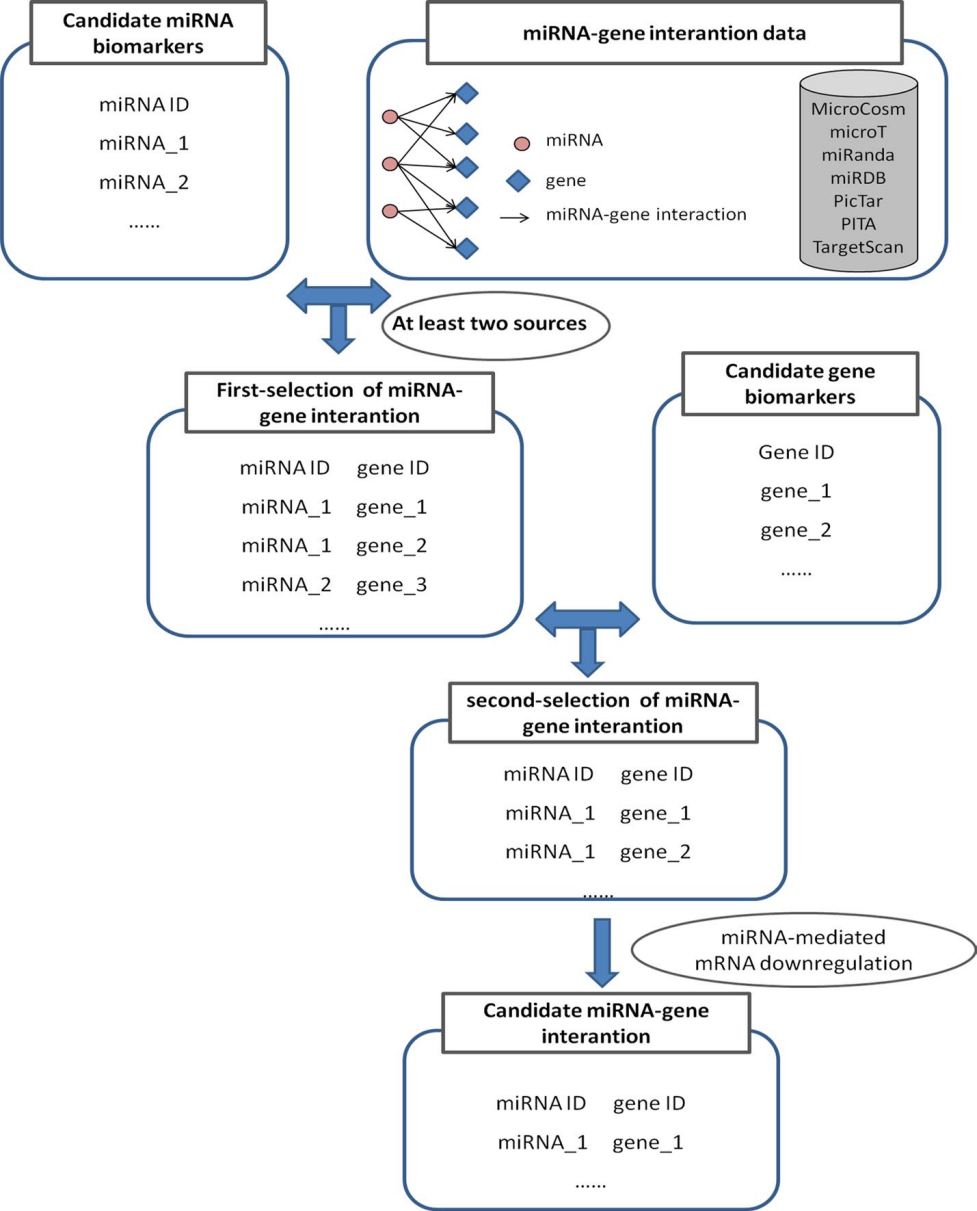
Workflow for the selection of candidate miRNA–gene interactions.

**Fig. 4:**
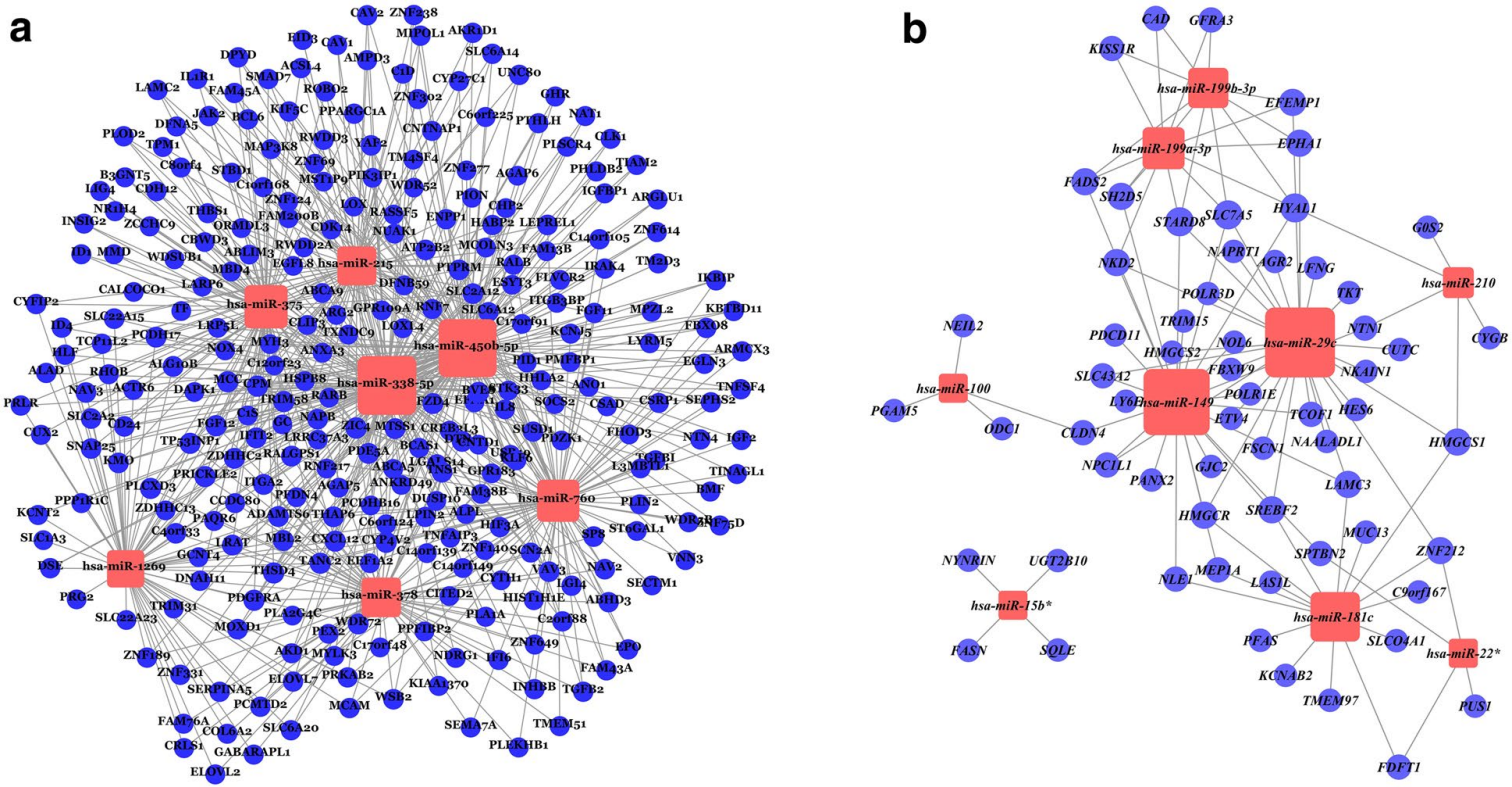
miRNA regulatory network constructed with candidate miRNA–gene interactions. **a** shows the up-regulated miRNA regulatory network, which consists of 7 up-regulated miRNAs and 274 down-regulated genes. **b** shows the down-regulated miRNA regulatory network, which consists of 9 down-regulated miRNAs and 62 up-regulated genes. *Pink* nodes represent miRNAs and *blue* nodes represent genes. The size of miRNAs represents the number of candidate target genes; edges represent the relationship between miRNAs and genes.

The network is an objective representation of all regulatory relationships between miRNAs and genes in HCSCs. Fig. 4a, b represent the regulatory networks of miRNAs up- and down-regulated in HCSCs compared with cancer cells, respectively. From Fig. 4, it is clear that up-regulated miRNAs interact with relatively more target genes compared with down-regulated miRNAs. Hsa-miR-338-5p and hsa-miR-450b-5p, which have a large number of target genes, were the most important components in the up-regulated miRNA regulatory network. 

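Hsa-miR-338-5p had 24 counts (1.43 TPM) in Hep3B and 241 counts (15.61 TPM) in Hep3B-C. Its log2 fold-change was 3.45 (95% interval 2.84 to 4.12, no replicates), with an adjusted p of 1.04e-49 from the exact Poisson test. In the Huh7 pair it rose from 24 counts (2.26 TPM) to 84 counts (7.84 TPM), a log2 fold-change of 1.79 (interval 1.13 to 2.51; adjusted p = 2.29e-08, same exact test). The gene of the same name, MIR338, lies on chromosome 17 of GRCh38 from 81125883 to 81125949, in an intron of AATK (GENCODE release 29). Hsa-miR-450b-5p was at 8.52 TPM in Hep3B and 17.94 TPM (277 counts) in Hep3B-C, a log2 fold-change of 1.07 (interval 0.78 to 1.38; adjusted p = 4.43e-13, exact Poisson test). It had 90 counts (8.47 TPM) in Huh7 and 196 counts (18.29 TPM) in Huh7-C, with a log2 fold-change of 1.11 (interval 0.74 to 1.49; adjusted p = 2.04e-09, exact Poisson test). MIR450B lies on chromosome X from 134540185 to 134540262. The most abundant of the 9 up-regulated miRNAs, hsa-miR-378, had 84106.49 TPM in Hep3B-C. Total miRNA counts as library sizes brought the log2 fold-change in the Hep3B pair to 1.69 for hsa-miR-338-5p and to -0.69 for hsa-miR-450b-5p. From their predicted targets, the paper concludes that these miRNAs were the main components of the up-regulated network.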

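Hsa-miR-15b*, from the MIR15B hairpin on chromosome 3 of GRCh38 (160404588 to 160404685, in an intron of SMC4), had few counts in every library. It fell from 73 counts (4.35 TPM) in Hep3B to 19 counts (1.23 TPM) in Hep3B-C, a log2 fold-change of -1.82 (95% interval -2.63 to -1.08, no replicates; adjusted p = 2.46e-07, exact Poisson test). In the Huh7 pair it fell from 31 counts (2.92 TPM) to 11 counts (1.03 TPM), with a log2 fold-change of -1.51 (interval -2.65 to -0.48; adjusted p = 5.55e-03, exact Poisson test). The other arm of the hairpin, hsa-miR-15b, did not fall. It rose from 403 to 2506 counts in the Hep3B pair (log2 fold-change 2.76) and from 284 to 354 in the Huh7 pair (0.31). The decrease is therefore that of hsa-miR-15b* and not of both arms. For hsa-miR-15b*, total miRNA counts as library sizes moved the log2 fold-change in the Hep3B pair most, to -3.58. In the Huh7 pair the same choice gave -0.99, which is no longer past the threshold. The paper reasons from the predicted targets of this miRNA that the down-regulated network could be divided.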

In the down-regulated miRNA regulatory network, four target genes were exclusively regulated by has-miR-15b* and the down-regulated miRNA regulatory network could be divided into two sub networks. To identify the significance of this feature, the Fisher’s exact test was used here [32]. However there was no significant difference (p = 0.1149), suggesting that this feature may be the result of random chance. The importance of this feature requires further validation.

Using a ‘novel out degree’ (NOD), defined by Zhang et al. [16], we measured the independent regulatory power of individual miRNAs. The NOD value represents the number of genes uniquely regulated by one specific miRNA. The distribution of miRNA NOD values is shown in Fig. 5. Consistent with the above result, there were more up-regulated miRNAs with large NOD values. The up-regulated miRNAs had larger independent regulatory power.

**Fig. 5:**
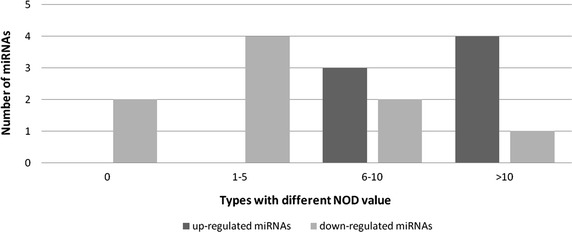
Distribution of miRNAs with different NODs. This *figure* shows the distribution of miRNAs with different NODs. NOD, defined in Zhang et al. [16], refers to the number of genes uniquely regulated by one specific miRNA. It characterizes the independent regulatory power of individual miRNAs.

### Analysis of stem-cell-associated miRNA pathways

Investigating miRNA-regulated pathways should help uncover the underlying mechanisms of stem cells. Using KEGG pathways, we performed enrichment analysis to identify stem-cell-related pathways. Significantly enriched KEGG pathways (p value <0.05) are shown in Table 3. To investigate the relevance of these pathways to cancer, we searched PubMed for published papers describing the roles of these pathways; published cancer-associated-functions are listed in Table 4. Five pathways, enriched with up-regulated miRNA targets, reportedly participate in tumor invasion and metastasis; these pathways are *Cytokine*-*cytokine receptor interaction, Regulation of actin cytoskeleton, Focal adhesion, Axon guidance,* and *Adipocytokine signaling* pathway. Another important cancer-related pathway, *MAPK signaling pathway*, was also enriched with up-regulated miRNA targets. To study the function of up-regulated miRNAs in the context of these cancer-related pathways, we constructed miRNA-gene-pathway regulatory networks. Fig. 6a shows the network for the five pathways related to tumor invasion and metastasis. Fig. 6b shows the network for the *MAPK signaling pathway*, which is involved in HCC growth and survival. In these six cancer-related pathways, four genes (IL8, PRLR, EFNA1, and CHP2) were uniquely regulated by one specific miRNA each (hsa-miR-338-5p_IL8, hsa-miR-338-5p_PRLR, hsa-miR-760_EFNA1, hsa-miR-450b-5p_CHP2).

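Of the miRNAs named with these genes, hsa-miR-760 had 19 counts (1.13 TPM) in Hep3B and 117 counts (7.58 TPM) in Hep3B-C. Its log2 fold-change was 2.74 (95% interval 2.04 to 3.53, no replicates; adjusted p = 8.41e-20, exact Poisson test). In the Huh7 pair it rose from 18 counts (1.69 TPM) to 65 counts (6.07 TPM), a log2 fold-change of 1.84 (interval 1.07 to 2.68; adjusted p = 7.70e-07, exact Poisson test). MIR760 lies on chromosome 1 of GRCh38 from 93846832 to 93846911. Hsa-miR-338-5p and hsa-miR-450b-5p, which the paper pairs with IL8, PRLR and CHP2, had log2 fold-changes of 3.45 and 1.07 in the Hep3B pair and of 1.79 and 1.11 in the Huh7 pair. For the genes, the paper's reported RPKM in Table S2 is 69.0 in Hep3B and 14.7 in Hep3B-C for EFNA1, and 31.2 in Huh7 and 8.25 in Huh7-C. The paper's RPKM of CHP2 is 2.33 and 0.273 in the Hep3B pair and 0.279 and 0.0975 in the Huh7 pair. For hsa-miR-760 in the Hep3B pair, total miRNA counts as library sizes lowered the log2 fold-change to 0.98, under the threshold. TMM library sizes gave 1.33 and DESeq2 size factors 1.56, both still above it. The paper concludes from predicted targets and opposite directions of change that each of the 4 genes was regulated by a single miRNA.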

**Table 3:** Significantly enriched KEGG pathways (p-value <0.05)

miRNA	Term_ID	Term_name	Gene_count	Genes	P-value
hsa-miR-29c	hsa00900	Terpenoid backbone biosynthesis	3	HMGCR, HMGCS1, HMGCS2	0.00023
hsa-miR-29c	hsa00072	Synthesis and degradation of ketone bodies	2	HMGCS1, HMGCS2	0.014
hsa-miR-181c	hsa00900	Terpenoid backbone biosynthesis	2	HMGCR, HMGCS1	0.012
hsa-miR-338-5p	hsa05200	Pathways in cancer	10	RARB, FZD4, ITGA2, IL8, FGF12, DAPK1, EGLN3, PDGFRA, LAMC2, FGF11	0.0036
hsa-miR-338-5p	hsa04510	Focal adhesion	7	CAV1, CAV2, ITGA2, LAMC2, MYLK3, PDGFRA, VAV3	0.012
hsa-miR-338-5p	hsa04810	Regulation of actin cytoskeleton	7	VAV3, MYLK3, PDGFRA, ITGA2, FGF11, TIAM2, FGF12	0.016
hsa-miR-338-5p	hsa04920	Adipocytokine signaling pathway	4	JAK2, ACSL4, PPARGC1A, PRKAB2	0.026
hsa-miR-338-5p	hsa04060	Cytokine-cytokine receptor interaction	7	CXCL12, GHR, INHBB, IL8, PDGFRA, PRLR, TNFSF4	0.038
hsa-miR-378	hsa04510	Focal adhesion	5	COL6A2, ITGA2, MYLK3, PDGFRA, VAV3	0.0058
hsa-miR-378	hsa04810	Regulation of actin cytoskeleton	5	VAV3, MYLK3, PDGFRA, ITGA2, FGF12	0.0073
hsa-miR-378	hsa04060	Cytokine-cytokine receptor interaction	5	CXCL12, EPO, INHBB, PDGFRA, TGFB2	0.014
hsa-miR-378	hsa05200	Pathways in cancer	5	FGF12, FZD4, ITGA2, PDGFRA, TGFB2	0.03
hsa-miR-378	hsa05210	Colorectal cancer	3	FZD4, PDGFRA, TGFB2	0.038
hsa-miR-760	hsa04060	Cytokine-cytokine receptor interaction	6	CXCL12, EPO, INHBB, PDGFRA, TGFB2, TNFSF4	0.011
hsa-miR-760	hsa05200	Pathways in cancer	6	EGLN3, FGF11, FZD4, PDGFRA, TGFB2, RALB	0.027
hsa-miR-760	hsa04360	Axon guidance	4	CXCL12, EFNA1, NTN4, SEMA7A	0.03
hsa-miR-215	hsa05200	Pathways in cancer	6	FGF11, FGF12, FZD4, ITGA2, LAMC2, RALB	0.014
hsa-miR-450b-5p	hsa04060	Cytokine-cytokine receptor interaction	7	IL1R1, EPO, CXCL12, TNFSF4, TGFB2, PDGFRA, GHR	0.029
hsa-miR-450b-5p	hsa04010	MAPK signaling pathway	7	IL1R1, DUSP10, TGFB2, PDGFRA, CHP2, MAP3K8, FGF12	0.032
hsa-miR-450b-5p	hsa04810	Regulation of actin cytoskeleton	6	TIAM2, FGF12, IGF2, ITGA2, PDGFRA, VAV3	0.043

KEGG database and DAVID Bioinformatics Resources 6.7 were used for pathway enrichment analyses of genes regulated by identified HCSC miRNA biomarkers. Significant enriched pathways (P value <0.05) are listed in this table.

**Table 4:** Published cancer-associated functions of enriched pathways

Term_ID	miRNAs	Term_name	Relevance to cancer
hsa05200	hsa-miR-215,hsa-miR-338-5p, hsa-miR-378,hsa-miR-760	Pathways in cancer	
hsa04060	hsa-miR-338-5p,hsa-miR-378, hsa-miR-450b-5p,hsa-miR-760	Cytokine-cytokine receptor interaction	Cytokines can control invasion and metastasis, and also function to inhibit tumor progression [40]
hsa04810	hsa-miR-338-5p,hsa-miR-378, hsa-miR-450b-5p	Regulation of actin cytoskeleton	Several studies revealed that molecules that link migratory signals to the actin cytoskeleton are upregulated in invasive and metastatic cancer cells [41]
hsa04510	hsa-miR-338-5p, hsa-miR-378	Focal adhesion	Focal adhesion kinase, which plays an important role in tumor progression and metastasis, is overexpressed and activated in a variety of human cancers [42, 43]
hsa04010	hsa-miR-450b-5p	MAPK signaling pathway	The MAPK pathway plays an important role in HCC in that its activation is reportedly involved in HCC growth and survival [35]
hsa04360	hsa-miR-760	Axon guidance	The ligand/receptor pairs of axon guidance regulate tumor angiogenesis [44]
hsa04920	hsa-miR-338-5p	Adipocytokine signaling pathway	Adipocytokine signaling pathway has been demonstrated participate in breast cancer progression [45]
hsa05210	hsa-miR-378	Colorectal cancer	
hsa00900	hsa-miR-181c, hsa-miR-29c	Terpenoid backbone biosynthesis	
hsa00072	hsa-miR-29c	Synthesis and degradation of ketone bodies	

We searched PubMed for published papers to explain the relevance of significantly enriched pathways to cancer. The published cancer-associated-functions of these pathways are listed in this table.

**Fig. 6:**
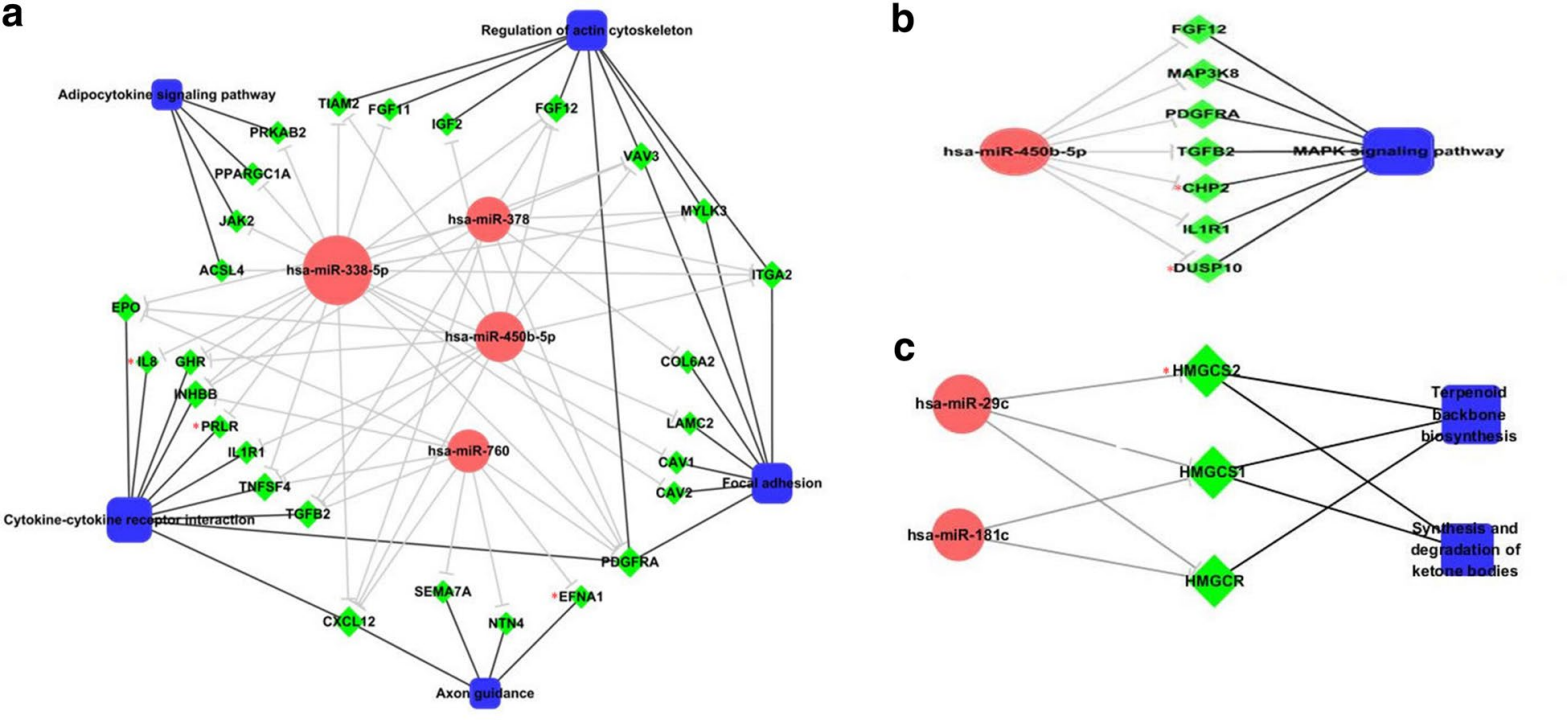
miRNA–gene–pathway regulatory networks. **a** shows the network for five pathways related to tumor invasion and metastasis. **b** shows the network for the *MAPK signalling pathway*. **c** shows the network for two new pathways, which have not been previously associated with cancer. MiRNAs, genes, and pathways are represented by nodes (*pink* miRNAs; *green* genes; and *blue* pathways). Edges of dark color represent the relationship between genes and pathways; and edges of *light color* represent the relationship between miRNAs and genes. Nodes marked with a *red* *asterisk* refer to genes uniquely regulated by one specific miRNA.

However, two pathways, *Terpenoid backbone biosynthesis* (hsa00900) and *Synthesis and degradation of ketone bodies* (hsa00072), have not previously been related to cancer. These two pathways were enriched with the target genes of down-regulated miRNAs (hsa00900_hsa-miR-181c, has-miR-29c, hsa00072_hsa-miR-29c). 

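Hsa-miR-181c decreased from 88 counts (5.24 TPM) in Hep3B to 28 counts (1.81 TPM) in Hep3B-C, with a log2 fold-change of -1.53 (95% interval -2.20 to -0.90, no replicates; adjusted p = 5.41e-07, exact Poisson test). From Huh7 to Huh7-C it decreased from 56 counts (5.27 TPM) to 27 counts (2.52 TPM), a log2 fold-change of -1.06 (interval -1.78 to -0.38; adjusted p = 3.97e-03, exact Poisson test). Hsa-miR-29c decreased from 100 counts (5.96 TPM) to 33 counts (2.14 TPM) in the Hep3B pair, with a log2 fold-change of -1.48 (interval -2.09 to -0.90; adjusted p = 1.77e-07, exact Poisson test). Its counts were 96 (9.04 TPM) and 42 (3.92 TPM) in the Huh7 pair, with a log2 fold-change of -1.21 (interval -1.76 to -0.67; adjusted p = 1.21e-05, exact Poisson test). MIR181C lies on chromosome 19 of GRCh38 from 13874699 to 13874808 and MIR29C on chromosome 1 from 207801852 to 207801939. For HMGCS1, the paper's reported RPKM in Table S2 is 49.7 in Hep3B and 186 in Hep3B-C, and 23.2 in Huh7 and 80.1 in Huh7-C. Normalization to total miRNA counts moved the Hep3B pair to -3.29 for hsa-miR-181c and -3.24 for hsa-miR-29c, and left both under the threshold in the Huh7 pair, at -0.55 and -0.69. From the predicted targets of these miRNAs among the up-regulated genes, the paper proposes that the pathways likely take part in regulating HCSCs. It states that their relevance still needs further testing.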

The network of these two pathways is shown in Fig. 6c.

## Discussion

To better understand the characteristics of HCSCs established in our lab, we identified differentially expressed miRNAs and genes in HCSCs compared with hepatic cancer cells based on high-throughput sequencing datasets (9 up-regulated miRNAs; 9 down-regulated miRNAs; 115 up-regulated genes; 402 down-regulated genes). The relationship between these miRNAs and genes, and their pathway-level involvement were analyzed. With the aim of investigating regulatory mechanisms in HCSCs, we constructed regulatory networks based on candidate biomarkers and enriched pathways in HCSCs.

We found a complex relationship between differentially expressed miRNAs and genes in HCSCs. MiRNA–gene regulatory networks were constructed, and up-regulated miRNAs were found to regulate more target genes and have larger NOD values compared with down-regulated miRNAs. This implies that up-regulated miRNAs might be more important in the regulation of HCSCs. We identified two up-regulated miRNAs (hsa-miR-338-5p, and hsa-miR-450b-5p) that down-regulate hundreds of genes. The number of targets for hsa-miR-338-5p and hsa-miR-450b-5p were 141 and 138, respectively. The association of these two miRNAs with HCC and HCSCs has not previously been reported. Our results were obtained by computational methods only and further experimental validation is therefore required.

Through functional analyses we uncovered important biological processes involved in the regulation of HCSCs. Ten KEGG pathways were enriched in HCSCs. Pathway-level text mining was used to evaluate the relevance of these enriched pathways in cancer. Interestingly, five of the pathways have previously been reported to be involved in tumor invasion and metastasis. Invasion and metastasis are the main causes of cancer deaths, and are complex multi-step processes [33, 34]. Pathway analysis results are supported by the fact that the HCSCs established in our lab have much stronger invasive capability than hepatic cancer cells. Four up-regulated miRNAs (hsa-miR-338-5p, hsa-miR-450b-5p, hsa-miR-378, and hsa-miR-760) were identified to take part in HCSC invasion-related pathways. Two genes, PDGFRA and CXCL12, that were regulated by all four invasion-related miRNAs and that are involved in several invasion-related pathways, might play important roles in the regulation of this process (Fig. 6a). 

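Of the 4 miRNAs that the paper links to PDGFRA and CXCL12, hsa-miR-378 was the most abundant. It had 121101 counts (7215.87 TPM) in Hep3B and 1298641 counts (84106.49 TPM) in Hep3B-C, a log2 fold-change of 3.54 (95% interval 3.53 to 3.55, no replicates). In the Huh7 pair it rose from 267128 counts (25147.91 TPM) to 759746 counts (70905.98 TPM), a log2 fold-change of 1.5 (interval 1.49 to 1.5). These intervals reflect counting noise alone, which is small at this depth. The other 3 miRNAs reached at most 277 counts in a library, with log2 fold-changes between 1.07 and 3.45 in the Hep3B pair and between 1.11 and 1.84 in the Huh7 pair. The paper's reported RPKM of PDGFRA is 3.68 in Hep3B, 0.164 in Hep3B-C, 0.0335 in Huh7 and 0.001 in Huh7-C. That of CXCL12 is 31.1, 8.15, 61.7 and 0.977 in the same order. In Table S2 an RPKM of 0.001 stands for 0 and is not a measured level. PDGFRA was already near 0 in Huh7, so its decrease in the Huh7 pair has little weight. For hsa-miR-378, the log2 fold-change moved most with total miRNA counts as library sizes in the Hep3B pair, to 1.78, and with DESeq2 size factors in the Huh7 pair, to 2.07. Because PDGFRA and CXCL12 are predicted targets of all 4 miRNAs, the paper proposes that these genes play a part in invasion.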

Another cancer-related pathway, *MAPK signaling pathway*, was also enriched with hsa-miR-450b-5p target genes. The MAPK signaling is a complex pathway involved in the regulation of a variety of growth and differentiation pathways and is reportedly involved in HCC growth and survival [35]. Four genes (IL8, PRLR, EFNA1, and CHP2) that were uniquely regulated by specific miRNAs, have been associated with HCC [36–39]. However, the regulatory mechanism of these genes in HCSCs requires further investigation. In addition to known cancer-related pathways, we also identified two novel HCSC-related pathways, *Terpenoid backbone biosynthesis* and *Synthesis and degradation of ketone bodies*. These two pathways were enriched with down-regulated miRNA target genes in HCSCs. Terpenoids are a large class of natural products consisting of isoprene units, while ketone bodies are produced by the liver from fatty acids and used peripherally as an energy source when glucose is not readily available. Their relevance to HCC and HCSCs has not been reported, and requires further validation.

We globally analyzed the molecular expression signature and regulatory mechanisms in HCSCs established in our lab. Although we have identified candidate molecular markers and important pathways in HCSCs, our results are preliminary and further experimental validation is required.

## Conclusions

Using high-throughput sequencing data sets and bioinformatics analyses, we identified miRNA and mRNA signatures of HCSCs. Additionally, we combined miRNA, mRNA, and pathway analyses to study the regulatory mechanisms in HCSCs by constructing miRNA–mRNA and miRNA–mRNA–pathway regulatory networks. The molecular markers and pathways identified herein might be used as candidate biomarkers and drug targets for the diagnosis and treatment of hepatic cancer.

## Additional files

Additional file 1:
**Table S1.** Consistently differentially expressed miRNAs. 

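Table S1 lists, for each of the 18 miRNAs and each pair, the TPM in HCC cells and HCSCs, the log2 fold-change, the p-value and the FDR. TPM is the count per 1000000 total reads of the library, including reads that are not miRNA. From the deposited counts and the total reads of Table 1, all 72 TPM values of the table were obtained again, and all 29 p-values above 0 were obtained to their printed digits with the exact Poisson test. The depth behind the entries varies widely, from 3 counts of hsa-miR-1269 in Huh7 (0.28 TPM) to 1298641 counts of hsa-miR-378 in Hep3B-C. In Huh7-C, hsa-miR-1269 had 103 counts (9.61 TPM), so that its log2 fold-change of 5.09 had a 95% interval of 3.50 to 7.39 (no replicates). Hsa-miR-210 fell from 1120 to 229 counts in the Hep3B pair (log2 fold-change -2.17, interval -2.38 to -1.96) and from 1992 to 417 counts in the Huh7 pair (-2.27, interval -2.42 to -2.12). GENCODE release 29 places MIR210 on chromosome 11 of GRCh38 from 568089 to 568198, in an intron of MIR210HG. The sequence of hsa-miR-199a-3p can come from MIR199A1 on chromosome 19 or MIR199A2 on chromosome 1, and the identical counts of hsa-miR-199b-3p (MIR199B on chromosome 9) leave the origin of these reads open. When total miRNA counts served as library sizes, 8 of the 9 up-regulated and all 9 down-regulated miRNAs kept their direction in the Hep3B pair, and all 18 kept it in the Huh7 pair. The exception, hsa-miR-450b-5p, had a log2 fold-change of -0.69.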

Additional file 2:
**Table S2.** Consistently differentially expressed mRNAs.

## Abbreviations

HCC: hepatocellular carcinoma
HCSCs: hepatic cancer stem cells
CSCs: cancer stem cells
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAPK: mitogen-activated protein kinase
rRNA: ribosomal RNA
scRNA: small cytoplasmic RNA
snRNA: small nuclear RNA
snoRNA: small nucleolar RNA
tRNA: transfer RNA

How the deposited data were processed for this re-analysis (not part of the article)

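Small RNA was sequenced from 4 cell populations, the hepatoma lines Hep3B and Huh7 (HCC cells) and the HCSCs derived from each, Hep3B-C and Huh7-C, with 1 library per condition and no replicates. The authors removed contaminant and redundant reads and reads shorter than 18 nt, mapped the rest to the human genome (NCBI Build 36.1), set aside other classes of small RNA, and assigned the remaining reads to miRBase release 17. The authors deposited the resulting raw read count of each of 1733 miRNAs per library, and no normalization had been applied. The TPM of the paper was computed again from these counts and the total reads of Table 1 (16782602 in Hep3B, 15440438 in Hep3B-C, 10622276 in Huh7 and 10714837 in Huh7-C). The mRNA libraries, target predictions and pathway enrichment were not analysed here, since only miRNA counts were at hand. Gene RPKM values are the paper's own, from Table S2.

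Depth was taken as the number of miRNA counts, from 1739278 in Hep3B to 5741567 in Huh7. A single read equalled between 0.0596 TPM (Hep3B) and 0.0941 TPM (Huh7), and 3 counts were taken as the smallest level the depth can show. Intervals on shares are 95% Clopper-Pearson intervals, and those on log2 fold-changes come from the exact binomial distribution of the counts of a pair given their sum. They hold counting noise only.

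HCSCs were compared with HCC cells within each pair by the 2-sided exact Poisson test of Audic and Claverie, with total reads as library sizes, over miRNAs with at least 1 count in either library. Benjamini-Hochberg adjustment was applied within each pair, and miRNAs with an absolute log2 fold-change of at least 1 and an adjusted p of at most 0.01 were called, with a TPM of 0 set to 0.001. Both lines were also fitted together by edgeR's quasi-likelihood test with TMM normalization and the parent line as a block, over miRNAs with at least 10 counts in at least 2 libraries, at an adjusted p of 0.05. The named miRNAs followed a rule set in advance. They were all 18 miRNAs of Table S1, the 3 largest increases and 3 largest decreases of each pair among called miRNAs with at least 10 counts in both libraries, and the 5 miRNAs with the highest mean TPM.

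The alternatives were total miRNA counts, TMM library sizes or DESeq2 size factors in place of total reads, an exact binomial test, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, ranks from the largest p, Bonferroni adjustment, filters of 10 counts or 1 TPM, a pseudocount of 1 TPM, an adjusted p of 0.05, and counting miRNAs with identical counts once. For the model over both lines they were DESeq2, total reads as library sizes, no count filter, no block and a stricter threshold. Each library was also left out in turn, without the block. Positions of miRNA genes come from GENCODE release 29 (GRCh38), matched by name. The files hold no positions, and no coordinates were converted.

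Both tests were tested on simulated data. In counts drawn from the libraries with 200 miRNAs changed 4-fold, the pair test recovered 97.0% of them in the Hep3B pair and 99.0% in the Huh7 pair. The changed miRNAs were chosen above a minimum of counts summed over the pair, and the counts held Poisson noise only. This recovery therefore does not describe miRNAs of few counts or variation between cultures. EdgeR recovered 100% of 8-fold changes at a dispersion of 0.01 and 40.6% at a dispersion of 0.3. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.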

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

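The main tests, the named miRNAs and the alternatives for the processing were set before the processed files arrived. Of the predictions behind the tests of explanations, only that on the miRNA share of the libraries was written beforehand, and all others were written after the pattern was seen. Each pattern rests on 1 library per condition, so none has a replicate check, and differences between the lines were not tested against variation between cultures.

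Hsa-miR-122 was flagged because it moved in opposite directions in the lines, and the paper does not report it. Its log2 fold-change was 8.68 in the Hep3B pair (397 to 149892 counts) and -1.77 in the Huh7 pair (489443 to 144814 counts), and this difference was not tested. Huh7 RNA in the Hep3B-C library would need a share of 21.1% to give this level. The most abundant other miRNA specific to Huh7, hsa-miR-196a, stood in Hep3B-C at 0.033% of its Huh7 level (17 counts against 35807), which speaks against such mixing. With total miRNA counts as library sizes the log2 fold-change in the Hep3B pair was still 6.92, so normalization to total reads accounts for a small part only. All of the miRNAs specific to Hep3B (14 of 14, 100%) were higher in Hep3B-C than in Huh7-C, which speaks against another origin of the library. Of the miRNAs specific to Huh7, 15 of 17 followed Huh7 in the HCSCs, so this set was not without exceptions. The other arm of the hairpin, hsa-miR-122*, rose from 0 to 83 counts, so reads of another RNA are not needed to explain the increase. RNA from liver cells other than these lines and labels exchanged within a pair were not tested and cannot be excluded. A change of the cells under HCSC culture remains as a hypothesis that may account for the increase.

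MiRNAs of the cluster on chromosome 14 of GRCh38 (100814491 to 101066801) were flagged because they rose in Hep3B-C and fell in Huh7-C, and the paper does not report them. Their pooled counts went from 3015 to 27040 in the Hep3B pair, a log2 fold-change of 3.29 (95% interval 3.23 to 3.34), with 39 of 39 members of at least 10 counts above the median of all miRNAs. From Huh7 to Huh7-C they went from 750 to 22, a log2 fold-change of -5.10 (interval -5.79 to -4.49), with 0 of 8 members above the median. The difference between the lines was not tested. The cluster stood out in a scan of clusters with at least 5 such members, which made 18 tests over both pairs. Random sets of as many miRNAs did not reach its mean change in the Hep3B pair (permutation p = 1.0e-05, the smallest that 100000 sets can give, adjusted p = 9.0e-05). The same smallest p was reached in the Huh7 pair. Per 1000000 miRNA reads, the pooled log2 fold-change was 1.52 in the Hep3B pair and -4.59 in the Huh7 pair, so library size does not account for the directions. Of 31 miRNAs specific to 1 parent line, 29 (93.5%) followed that line in the HCSCs, which speaks against a library swapped between the lines. Exchanged labels of the HCC and HCSC libraries within a pair would leave this number unchanged and would turn the direction of that pair around, and they could not be tested with these data. Reads shared between near-identical miRNAs were looked for, and 0 members of at least 10 counts had the same counts as another member. RNA from mesenchymal cells in the Hep3B-C culture was examined with a list of 9 miRNAs, of which only 3 had at least 10 counts. Their median log2 fold-change lay -0.28 from that of all miRNAs, but with so few measured the check is void. The pattern therefore cannot be told apart from RNA of other cells or from labels exchanged within a pair. A regulation of the whole locus that differs between the lines is a candidate explanation only.

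Overall 47 miRNAs were called up-regulated in Hep3B-C and down-regulated in Huh7-C, and 0 the other way, which was flagged as a difference between the lines. This difference was not tested for any single miRNA. Independent calls in the pairs would give 49.7 and 0.6 such miRNAs among the 664 tested in both, so neither number exceeds that level (1-sided Fisher's exact test, p = 0.742 and 1.000, adjusted p = 9.90e-01 and 1.00e+00 over 4 combinations of directions). Under total miRNA counts as library sizes, 8 miRNAs were called in the first combination and 7 in the reverse one. With TMM library sizes the numbers were 11 and 4. The one-way pattern of 47 and 0 was therefore not kept. The difference in miRNA share between the libraries may account for most of it.

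In addition, 4 miRNAs outside Table S1 were called in the same direction in both pairs and were flagged as a signal the paper does not discuss. They were hsa-miR-1272 (5 to 20 counts in the Hep3B pair and 22 to 47 in the Huh7 pair), hsa-miR-4449 (14 to 32 and 6 to 57), hsa-miR-4788 (15 to 2 and 15 to 0) and hsa-miR-589* (29 to 8 and 58 to 7). Sampling noise of low counts was examined by Bonferroni adjustment, under which 0 of the 4 were called in both pairs. Their p-values in the Hep3B pair had fixed this outcome, and the same adjustment left only 5 of the 9 down-regulated miRNAs of Table S1, so the test does not decide. Hsa-miR-4788 and hsa-miR-589* were still called in both pairs with total miRNA counts, TMM library sizes, DESeq2 size factors and the exact binomial test, while hsa-miR-1272 and hsa-miR-4449 were not called in both pairs under any of these. The 4 miRNAs cannot be told apart from sampling noise by this test. No biological explanation was tested.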

How the results depend on the processing

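None of the 8 counts of called miRNAs was unchanged under every alternative. The 59 log2 fold-changes of named miRNAs were compared under fewer alternatives. These were the other library sizes, the exact binomial test, both assumed biological coefficients of variation and the pseudocount of 1 TPM. Under all of these, 20 kept their direction and their status as called or not called. The 20 are therefore not all calls, since they include values never called, such as that of hsa-miR-148a in the Huh7 pair. Called values among the 20 included those of hsa-miR-378, hsa-miR-375, hsa-miR-215 and hsa-miR-122 in the Hep3B pair. In the Huh7 pair they included those of hsa-miR-22*, hsa-miR-149 and hsa-miR-1269.

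The library size changed the balance of directions. With total miRNA counts as library sizes, up- and down-regulated miRNAs numbered 47 and 112 in Hep3B-C, 56 and 74 in Huh7-C, and 27 were consistently down-regulated. TMM library sizes gave 71 and 76 in Hep3B-C, 40 and 90 in Huh7-C, and 21 consistently down-regulated. DESeq2 size factors gave 96 and 59 in Hep3B-C and 59 and 71 in Huh7-C. These choices lowered the share of calls in the main direction of each pair (up in Hep3B-C, down in Huh7-C). With total miRNA counts the imbalance in Hep3B-C was turned around, with 70.4% of its calls down.

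A biological coefficient of variation of 0.2 assumed in edgeR's exact test gave 9 down-regulated miRNAs in Hep3B-C, 15 and 69 in Huh7-C, and 5 consistently up- and 1 consistently down-regulated. At 0.4, which removed the most calls of all settings, the counts were 25 and 0 in Hep3B-C, 5 and 10 in Huh7-C, and 0 and 0 in both pairs. These settings allow for variation between cultures, which 1 library per condition cannot measure. A pseudocount of 1 TPM, which shrinks changes at low TPM, left 7 consistently up- and 6 consistently down-regulated, and Bonferroni adjustment left 5 consistently down-regulated. In the model over both lines, DESeq2 called 4 up-regulated and 1 down-regulated miRNA where edgeR called 0 and 0. The 4 fits that each left out 1 library also dropped the block and left a single library in a cell state. They therefore cannot show how stable the blocked model is.

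With total reads, the median log2 fold-change in the Hep3B pair was 1.42, over 475 miRNAs with at least 10 counts in either library. All reversed values lie in this pair. In the order total miRNA counts, TMM and DESeq2, they were -0.69, -0.34 and -0.11 for hsa-miR-450b-5p, -0.94, -0.59 and -0.36 for hsa-miR-3647-3p, -1.17, -0.82 and -0.58 for hsa-miR-34a, and -0.86, -0.51 and -0.27 for hsa-miR-21. Hsa-miR-192 reversed to -0.53 with total miRNA counts and to -0.18 with TMM. Of the other rows for named miRNAs, 84 were classed as weaker and 315 as the same in direction and in being called or not called. Values classed as the same could still grow. With total miRNA counts, hsa-miR-210 in the Hep3B pair went from -2.17 to -3.93. Calls were lost under several alternatives for miRNAs of few counts, such as hsa-miR-15b* with 11 counts in Huh7-C. Hsa-miR-100, with 8097 and 3876 counts in the Huh7 pair, was also no longer called in both pairs with any other library size. Low counts therefore do not explain every lost call.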

Differences from the paper's values

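None of the paper's 6 counts of miRNAs differed from the main values by a ratio of more than 1.5, the margin set. None of its 36 log2 fold-changes in Table S1 differed by more than their Poisson error. Within these margins, all 6 counts still differed in number. The paper's count of up-regulated miRNAs in Hep3B-C is 250, against 284 here, and its count of down-regulated miRNAs is 18, against 21. In Huh7-C the paper's counts are 23 and 128, against 24 and 132. The paper's count of consistently altered miRNAs is 9 in each direction, against 11 and 11. Of the alternatives set before the files arrived, the exact binomial test gave the paper's 23 up-regulated miRNAs in Huh7-C, and both that test and Bonferroni adjustment gave its 9 consistently up-regulated miRNAs. A filter of at least 1 TPM in either library left 419 and 424 miRNAs in the pairs. Under this filter, 3 further adjustments were tried, all chosen after seeing the values, with p-values ranked from the largest. Ranking over all miRNAs gave none of the paper's counts. Ranking over those with an absolute log2 fold-change of at least 1 gave its 250, 23 and 9 up-regulated miRNAs, and ranking over those that also had a p-value of at most 0.05, likewise chosen after seeing the values, gave all 6 of the paper's counts.

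The paper lists 18 miRNAs as consistently altered. The main calls hold these and hsa-miR-1272, hsa-miR-4449, hsa-miR-4788 and hsa-miR-589*.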

Other observations

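The calls of a pair went mostly in a single direction, up in Hep3B-C (93.1% of calls) and down in Huh7-C (84.6%), as did the paper's. An explanation written before the files arrived was that the share of miRNA reads differs between the libraries of a pair, in which case total miRNA counts as library sizes would bring the main direction of each pair under 66.7% of calls. The share was 3.39 times as high in Hep3B-C as in Hep3B and fell from 54.05% in Huh7 to 37.75% in Huh7-C. With total miRNA counts, 29.6% of the calls in Hep3B-C were up and 56.9% of those in Huh7-C were down, so both main directions fell under that level. In Hep3B-C, however, 70.4% of the calls were then down, so that the calls of this pair were again unbalanced, in the other direction. If the prediction is read as balanced calls in either direction, it was met in the Huh7 pair only. With TMM library sizes, which the prediction did not cover, 69.2% of the calls in Huh7-C were down, above 66.7%. DESeq2 size factors gave 54.6%. In Hep3B-C, TMM library sizes gave 48.3% up and 51.7% down, and DESeq2 size factors gave 61.9% up and 38.1% down. The 70.4% of calls down in Hep3B-C was thus not kept with these 2 library sizes. The share may therefore account for the main directions, but not for all of the imbalance. A few abundant miRNAs did not carry the difference in share, since without the 5 most abundant miRNAs of a pair its log2 ratio kept at least 0.84 of its size. This second prediction was made after the result was seen. Whether the share reflects a change of miRNA levels in the cells or the composition of the libraries cannot be told apart, because counts of the other classes of small RNA were not at hand.

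Overlap between the calls of the pairs was compared with independent calls over the 664 miRNAs tested in both, after the overlaps were seen. For up-regulated miRNAs, 11 were shared and 7.8 expected (1-sided Fisher's exact test, p = 0.103, adjusted p = 2.06e-01 over 4 combinations of directions), so the number of shared increases was not distinguishable from independent calls. For down-regulated miRNAs, 11 were shared and 3.9 expected (Fisher's exact test, p = 3.19e-04, adjusted p = 1.28e-03). Under total miRNA counts as library sizes, 8 shared increases compared with 3.3 expected (Fisher's exact test, p = 0.012, adjusted p = 2.47e-02). MiRNAs of a cluster or family are not independent, so these p-values are likely too small. The 664 also include miRNAs with too few counts to be called in either pair. Their inclusion lowers the expected overlaps and the p-values further, even if the changes of the pairs are unrelated. The value of 3.19e-04 is to be read with both limits.

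In Table S1 the ratio of FDR to p-value grows with the p-value, whereas a Benjamini-Hochberg adjustment lets it fall. An explanation formed after seeing this was that ranks were counted from the largest p-value among miRNAs with an absolute log2 fold-change of at least 1 and a p-value of at most 0.05 (302 and 187 miRNAs). From unrounded p-values, this gave 20 of the 29 FDR values above 0 to their printed digits. From the p-values as printed, with ties at any of their ranks, it gave 25 of 29, and the largest difference was 0.30%. The prediction of all 29 was therefore not met to the last digit in either form. The Benjamini-Hochberg adjustment over miRNAs of at least 1 TPM gave 0 of 29. No biological explanation applies to this pattern.

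In the scan of 18 cluster tests, the cluster on chromosome 19 from 13836287 to 14073479 also had an adjusted p under 0.05 in the Hep3B pair. Its 7 members had a median log2 fold-change of -0.42 against 1.40 for all miRNAs, with 0 of 7 above that median (permutation p = 2.6e-04, adjusted p = 1.6e-03). Its median in the Huh7 pair was -0.56 against -0.72 (permutation p = 6.0e-01, adjusted p = 7.2e-01). The cluster holds MIR181C.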
